A study of Mus musculus with 10 samples. Its data were reported in "CD26-negative and CD26-positive tissue-resident fibroblasts contribute to functionally distinct CAF subpopulations in breast cancer" (2023).

How the data were processed

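Bulk RNA sequencing was available for 10 libraries from 5 collagen/BME gels (BME, basement membrane extract). Normal fibroblasts (NFs) had been sorted from mouse mammary glands into cells without (CD26−) and with (CD26+) the surface protein CD26, the product of Dpp4. The NFs carried the mTmG reporter, which makes cells red until Cre recombinase turns them green. CD26+ NFs had been turned green with a Cre-expressing adenovirus, and the subsets were mixed in equal parts in 1 gel. Tumor cells came from a mouse model of invasive lobular carcinoma in which mammary epithelium loses Cdh1. Per the labels, gel 1 held NFs alone, gels 2 and 3 held tumor cells alone (lines 13-MCB-17 and 10-SJK-221), and gels 4 and 5 held NFs with tumor cells of these lines in the same order. After 7 days of culture, gels were dissolved and cells were sorted by color into CD26− NFs, CD26+ NFs and tumor cells. The virus was given to CD26+ NFs only, so exposure to it and the subset cannot be told apart.

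Per the labels, total RNA was purified on columns with DNase treatment and made into stranded mRNA libraries. The labels name HiSeq and NovaSeq instruments and describe paired-end reads on the latter. The values were raw read counts per gene, deposited by the authors as a table of all libraries without normalization. The aligner, the counting program, its use of strand and the annotation release were not stated. The genome build was inferred from coordinates: of 55486 genes, 55226 (99.53%) had an ID in GENCODE M21 (GRCm38), and 99.35% of these had the same chromosome, start and end. All positions are GRCm38. A line without a gene ID held 0 counts in every library and was left out. No per-sample column was left unused. Because the counting was not stated to use strand, genes whose exons overlap another gene, and close paralogs, have uncertain counts.

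Libraries held 14142334 to 18408940 counts. The largest count that an observed 0 allows was set at 3 counts, which corresponds to 0.163 to 0.212 CPM (counts scaled to the library total) depending on the library. Floors cover counting error only, since reads without molecular identifiers are not independent molecules. Folds against a group whose libraries were all at or under 3 counts were computed against this floor and are lower bounds.

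Differential expression was tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood F test, TMM scaling, filterByExpr), with Benjamini-Hochberg adjustment and a threshold of 0.05. Model fits for CD26+ against CD26− NFs over 3 gels, and for co-culture against NFs alone, used the 6 NF libraries with culture and subset as terms. The comparisons within co-culture or within a subset, and the interaction of subset and culture, used 4 groups of the same 6 libraries. Tumor libraries were fitted with line and culture as terms. Only 1 gel held NFs alone, so each comparison of co-culture with NFs alone rests on 2 gels against 1, and the difference between culture conditions cannot be told apart from a peculiarity of that 1 gel. All standard errors (SE) are of the log2 fold change.

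Gene lists were tested with fry (limma 3.58.1). The iCAF list (inflammatory cancer-associated fibroblasts) held 14 genes and the myCAF list (myofibroblastic) 13 genes. Their names were read from the study's text and figure labels, so the myCAF list holds only part of the study's signature. The 8 list tests planned were adjusted together. Lists of chemokines, matrix metalloproteinases (MMPs), CD26− NF markers and CD26+ NF markers came from the study's single-cell or culture results, not from these libraries. The NF marker lists are the 10 top genes of each cluster, and the study names further markers. Lists of fibroblast, epithelial, interferon, p53 and cell cycle genes served as checks. Tests of these, and of all lists in further comparisons, formed a family of 69. Cxcl12 is on the iCAF and chemokine lists, Ly6c1 on the iCAF and CD26+ NF lists. The singscore rank score was computed per library over genes passing the filter and compared with exact two-sided permutation tests.

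Comparisons, samples, covariates, lists, most alternatives and the rule for named genes were fixed before the data were examined. The rule took, per comparison, the 3 genes with the highest and the 3 with the lowest log2 fold change among those with an adjusted p-value under 0.05, the same direction in every gel or line, and a mean of at least 1 CPM. It added Dpp4, Cdh1, Epcam and Col1a1 in every library (a further gene under this rule is not reported here), list members past the threshold, and Cxcl12, Mmp1a and Mmp9 whatever their p-value. A gene with 0 counts in both NF libraries of a gel was taken to have no direction there, a reading settled after values were seen. It replaced S100a7l2, Prl8a9 and Blnk by other genes in the comparison over 3 gels. Per-gel list medians were changed from CPM to TMM-scaled values after a first look.

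Alternatives were RLE scaling, no filter beyond 1 count, a filter of 1 CPM in 2 libraries, DESeq2 1.42.0, an added absolute log2 fold change above 2 as in the study, the gel as a block, leaving out gels, leaving out genes 10 times higher in the other cell type, and camera. Removal of GC content and length trends (splines with 6 degrees of freedom; 99.89% to 99.91% of tested genes had values), ranks over all genes for singscore and the gel as a block in the interaction were chosen after seeing the data. Figures were drawn with matplotlib 3.10.9.

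Libraries with the same number came from 1 gel, which the labels state, so the gel number pairs them. As a check, deviations of gel 4 from gel 5 were correlated across genes between CD26− and CD26+ NFs (r = 0.114 over 15013 genes, which are not independent replicates). With the gel as a block, 1331 genes differed between subsets against 1130 without it.

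The procedure was tested on simulated counts with the real library sizes and, per gene, the mean over the libraries fitted. In these counts 200 genes were changed by 2 on the log2 scale. Of these it recovered 200 for the subset comparison (14554 genes, 7 false calls), 199 for co-culture against alone (14541 genes, 15 false calls), 200 for tumor cells (12997 genes, 8 false calls), 196 for the subsets in co-culture (15330 genes, 8 false calls) and 169 for the interaction (15286 genes, 7 false calls). The random seed of this simulation was changed 1 time during development. Changed genes were not drawn from those with the lowest mean CPM. All libraries were otherwise given the same mean per gene, and counts were drawn independently. Beyond the changed genes, no shared gel effect, culture difference or unusual library was simulated. The recovery therefore does not show how the tests handle these.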

Results

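To compare CD26− and CD26+ mammary NFs and to ask how either subset responds to tumor cells, 10 RNA sequencing libraries were analyzed in 6 groups. CD26− and CD26+ NFs from a gel without tumor cells gave 1 library each. CD26− NFs, CD26+ NFs and tumor cells from gels that held all 3 cell types gave 2 libraries each, as did tumor cells grown alone. Every gel was cultured for 7 days. The NF libraries held 16104385 and 14247600 counts (CD26− and CD26+, gel 1), 16503230 and 15567403 counts (gel 4) and 17376216 and 14142334 counts (gel 5). The tumor libraries held 18408940 and 15717569 counts (gels 2 and 3, alone) and 17681274 and 17532073 counts (gels 4 and 5, co-culture). NFs alone had no replicate of either subset.

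Tumor cells derive from mice with floxed Cdh1 (ENSMUSG00000000303, chromosome 8, 106603351 to 106670246). Cdh1 had 239 and 269 CPM in tumor cells alone and 144 and 139.9 CPM in co-cultured tumor cells. It had 0 counts in NFs alone. Counts per gene do not show whether the deleted exons were read, so these values do not test the deletion. Dpp4, which encodes CD26, was low everywhere. It had 0.281, 0.771 and 0.283 CPM in the CD26+ NFs of gels 1, 4 and 5, and 0, 0 and 0.0575 CPM in the CD26− NFs. In counts these are 4, 12 and 4 against 0, 0 and 1, so Dpp4 was higher in CD26+ NFs in all 3 gels, in the direction of the labels, but on few counts. By flow cytometry, the study found that CD26 on CD26+ NFs fell rapidly within a week of culture. It cautioned that cultured fibroblasts differ from those in vivo. Epcam, an epithelial gene, had 432 and 409 CPM in tumor cells alone, 0 counts in NFs alone, and 6.42 to 15.9 CPM in co-cultured NFs. Col1a1, a fibroblast gene, had 18556 and 17368 CPM in NFs alone and 3.1 and 1.78 CPM in tumor cells alone. It reached 89.1 and 28.1 CPM in co-cultured tumor cells.

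Principal component analysis of 17048 genes placed 73.3% of the variance on a component that separated tumor cells from NFs and 14.8% on a component that separated NFs alone from co-cultured NFs. Among the 6 NF libraries alone, the first component (72% of the variance) followed culture. The next one (13.6%) separated CD26− from CD26+ NFs in all 3 gels.

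First, CD26+ NFs were compared with CD26− NFs over the 3 gels. Of 15013 genes tested, 1130 differed at an adjusted p-value under 0.05, with 590 higher and 540 lower in CD26+ NFs. Leaving out a gel moved this count most: 17 genes passed the threshold without gel 5, while 977 and 1299 genes passed without gels 1 and 4. With the added log2 fold change criterion of the study, 192 genes passed, of which 177 were higher in CD26+ NFs. The genes with the highest fold changes under the naming rule were Car4 (log2 fold change 5.28, SE 0.624, adjusted p = 0.00293), Svop (4.90, SE 0.557, adjusted p = 0.00222) and Nefl (4.76, SE 0.482, adjusted p = 0.00137), each higher in CD26+ NFs in all 3 gels. Car4 lies on chromosome 11 (84957786 to 84966044), Svop on chromosome 5 (114026910 to 114091570) and Nefl on chromosome 14 (68083863 to 68089095). All 3 were low: Car4 did not exceed 10.5 CPM in any library, and in gel 1 it had 0.491 CPM in CD26+ NFs and 0 counts in CD26− NFs. Svop was highest in gel 1 (20.7 against 0.497 CPM) and fell to 1.54 and 0.849 CPM in co-cultured CD26+ NFs. Exons of Nefl overlap another gene over 32.8% of their length. The genes with the lowest fold changes were Tmem204 (−2.67, SE 0.408, adjusted p = 0.00755), Cend1 (−2.57, SE 0.525, adjusted p = 0.023) and 9930111J21Rik1 (−2.55, SE 0.515, adjusted p = 0.022), again in all 3 gels. Tmem204 and Cend1 lost significance without gel 5, and Cend1 also without gel 4.

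Cxcl12 (ENSMUSG00000061353, chromosome 6, 117168535 to 117181367) was lower in CD26+ than in CD26− NFs in all 3 gels (log2 fold change −0.78, SE 0.167, adjusted p = 0.0268). This call was lost without gel 1 or without gel 5, where the fold changes were −0.60 and −0.78. Mmp9 (ENSMUSG00000017737, chromosome 2, 164940780 to 164955850) did not differ past the threshold (0.35, SE 0.158, adjusted p = 0.209). Mmp1a was higher in CD26+ NFs (2.67, SE 0.49, adjusted p = 0.0153) at no more than 4.1 CPM in any NF library, and its reads can be shared with the neighboring copy Mmp1b. Mmp12 (1.78, adjusted p = 0.00357) and Ccl8 (1.30, adjusted p = 0.0164) were higher in CD26+ NFs as well. In gel 1 Mmp12 was not higher, at 0.373 CPM in CD26− and 0.281 CPM in CD26+ NFs. The marker lists hold only the 10 top genes of each NF cluster in the study. The CD26+ NF list was higher in CD26+ NFs (median log2 fold change 1.01 over 9 genes tested, fry adjusted p = 0.0377), with 8 of the 9 higher. Singly, 3 of its genes passed the threshold as higher, and Fndc1 passed it as lower (−1.14, adjusted p = 0.0327). Fbn1 (−1.05, adjusted p = 0.0169) and Fn1 (−0.76, adjusted p = 0.0417), which the study also names for CD26+ NFs but which are not on this list, were lower. The CD26− NF list had a median of 0.07 (fry adjusted p = 0.338). Of its genes, Lpl (0.80, adjusted p = 0.0305) and Sparcl1 (1.02, adjusted p = 0.0314) were higher in CD26+ NFs, and 0 passed the threshold as lower. The chemokine list (median −0.11, adjusted p = 0.678), the MMP list (0.53, adjusted p = 0.242), the cell cycle list (−0.77, adjusted p = 0.258), the fibroblast list (−0.67, adjusted p = 0.174) and the epithelial list (0.84, adjusted p = 0.338) did not pass the threshold. The interferon list passed it (0.57, adjusted p = 0.0328). The p53 list did not (0.82, adjusted p = 0.103), although all 10 of its genes were higher in CD26+ NFs and 8 passed the threshold singly. Camera, with its preset correlation, passed the MMP, cell cycle, fibroblast, epithelial and p53 lists as well.

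**Figure D1:**
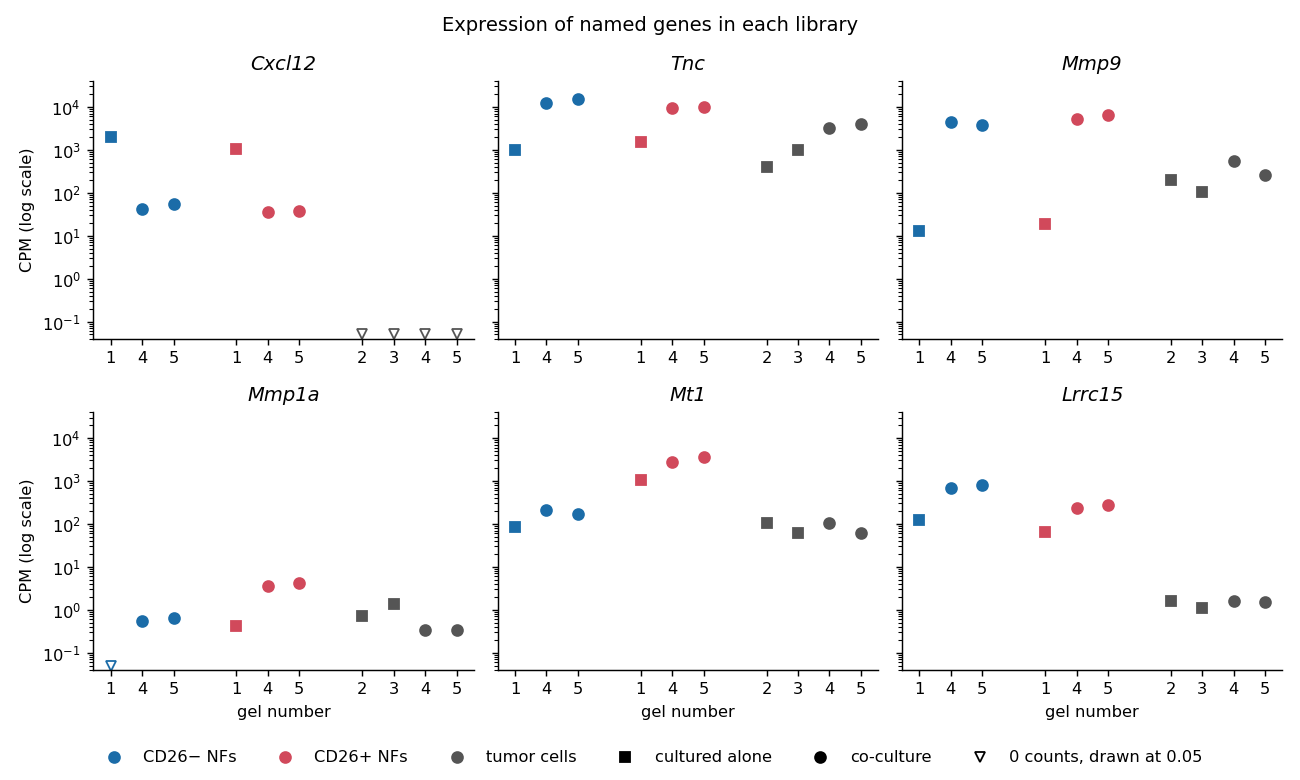
CPM on a log axis of 6 genes in each of the 10 libraries by gel number, with squares for cells alone, circles for co-culture, and open triangles for 0 counts, drawn at 0.05 CPM. Cxcl12 falls from 2037 and 1024 CPM in NFs alone to between 35.1 and 53.8 CPM in co-cultured NFs, while Mmp9 rises from 12.9 and 18.6 CPM to between 3880 and 6332 CPM.

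Next, the subsets were compared within co-culture, 2 libraries against 2. Of 16231 genes, 975 differed (565 higher and 410 lower in CD26+ NFs), of which 688 also differed over the 3 gels, all in the same direction. With the gel as a block in the 4 co-culture libraries the count was 2407 (1255 higher and 1152 lower), the alternative that raised it most, and without a filter on low counts it was 603. S100a7l2 was at least 39.3-fold higher, Cd36 at least 21-fold higher and Prl8a9 at least 65.4-fold higher in co-cultured CD26+ NFs. Cd36 had 5.46 CPM in gel 4 and 1.98 CPM in gel 5 in these NFs, and its limit uses their mean. S100a7l2 and Prl8a9 belong to gene families with similar members. Prl8a9 reached 18.4 CPM in 1 library of tumor cells alone. Prss23os was lower, at 0.606 and 1.67 CPM in CD26− NFs and 0.193 and 0 CPM in CD26+ NFs of gels 4 and 5, but its exons overlap another gene over 54.3% of their length, and it was higher in CD26+ NFs of gel 1 (3.16 against 1.49 CPM). Cend1 (−3.17, SE 0.652, adjusted p = 0.011) and Tmem204 (−2.84, SE 0.395, adjusted p = 0.000899) were lower here as well. In co-culture, Cxcl12 had 48.3 ± 7.67 CPM (SD, n = 2) in CD26− NFs and 35.9 ± 1.1 CPM in CD26+ NFs. The difference was not significant (log2 fold change −0.61, SE 0.194, adjusted p = 0.0885). It passed the threshold with the gel as a block (−0.58) and with DESeq2 (−0.61), with adjusted p-values from 0.00687 to 0.138 over its alternatives. Mmp9 had 4161 ± 398 CPM in CD26− NFs and 5841 ± 694 CPM in CD26+ NFs and did not differ past the threshold (0.32, SE 0.195, adjusted p = 0.401). Higher in co-cultured CD26+ NFs were Mmp13 (1.47, adjusted p = 0.0017), Mmp12 (1.87, adjusted p = 2.92e-05) and Mmp1a (2.5, adjusted p = 0.00768). So were Ccl8 (1.71, adjusted p = 0.000146) and Cxcl2 (1.63, adjusted p = 0.0091). No gene of the MMP or chemokine lists passed as lower. Neither list passed as a whole (fry adjusted p = 0.1149 and 0.2485).

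The subsets were compared on the iCAF and myCAF lists fixed in advance. The myCAF list holds part of the study's signature, so its tests do not answer for the whole signature. Over 3 gels the iCAF list was higher in CD26+ NFs (median log2 fold change 0.54, fry adjusted p = 0.0294), with 11 of 14 genes higher. Of its genes, 5 passed the threshold over all genes (3 higher and 2 lower), against 9 adjusted over the list alone. With any of the 3 gels left out the list no longer passed, with medians from 0.51 to 0.61 and adjusted p-values from 0.0547 to 0.122. Steap4 had the highest fold change (2.53, adjusted p = 0.0051), a call lost without gel 5. The myCAF list had a median of −0.77 and did not pass (adjusted p = 0.0912), although 10 of 13 genes were lower in CD26+ NFs, 7 of them past the threshold over all genes and 8 adjusted over the list alone. Among these were Lrrc15 (−1.49, adjusted p = 0.00305) and Acta2 (−1.32, adjusted p = 0.0236). Both calls were lost without gel 5. Within co-culture the iCAF list had a median of 0.75 (0.72 with genes near the floor at their bound; adjusted p = 0.0912), 4 genes past the threshold over all genes and 8 adjusted over the list alone. Per gel, the iCAF median was 0.49 in gel 4 and 0.44 in gel 5. The myCAF list had a median of −0.84 (adjusted p = 0.0917), with 8 genes past the threshold over all genes, all lower in CD26+ NFs, and 10 adjusted over the list alone. Lrrc15 had 734 ± 87.4 CPM in co-cultured CD26− NFs and 255 ± 34.7 CPM in co-cultured CD26+ NFs. Camera, with its preset correlation, also called the myCAF list over 3 gels and in co-culture, the iCAF list in co-culture and the rise of the myCAF list in co-cultured CD26− NFs. Of its calls among the 8 planned tests, the iCAF difference over 3 gels and the iCAF falls in CD26− and CD26+ NFs held under fry.

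**Figure D2:**
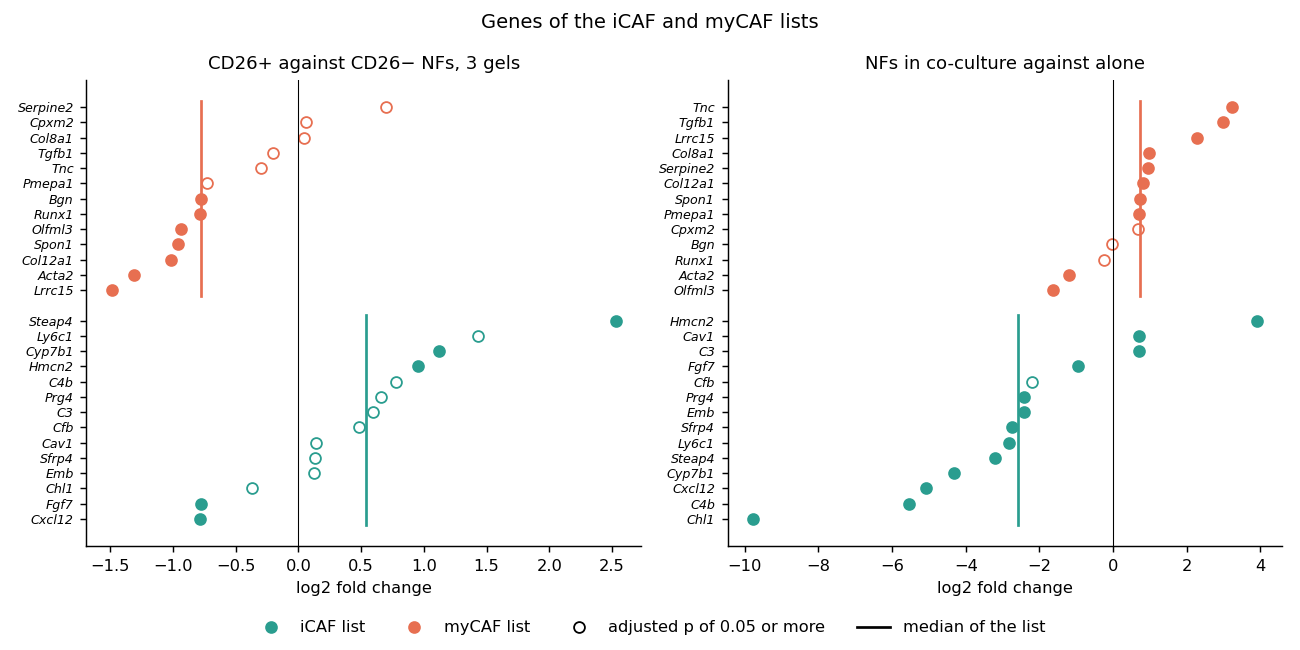
Log2 fold change of each gene of the iCAF and myCAF lists, on the left for CD26+ against CD26− NFs over 3 gels and on the right for co-cultured NFs against NFs alone, with filled points at an adjusted p-value under 0.05 and a vertical line at each list's median. The iCAF medians are 0.54 and −2.59, and the myCAF medians are −0.77 and 0.73.

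Co-cultured NFs were then compared with NFs alone. Over both subsets 7325 of 15013 genes differed (3891 higher and 3434 lower in co-culture). Requiring an absolute log2 fold change above 2 as well moved this most, to 2047 genes. Without gel 4 or gel 5 the counts were 5988 and 5131. In CD26− NFs, 4997 of 16231 genes differed (2701 higher, 2296 lower), and in CD26+ NFs 5556 (3092 higher, 2464 lower). These sets shared 3776 genes, of which 3764 changed in the same direction and 12 in the opposite one. Across genes, the responses of the subsets correlated with r = 0.846 (83.3% with the same sign). The changes from gel 1 to gel 4 and from gel 1 to gel 5 correlated with r = 0.952 in CD26− NFs and 0.935 in CD26+ NFs. Unchanged groups simulated against a shared control gave r = 0.499 in 20 simulations, and genes are not independent replicates.

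Krt18 was at least 214-fold higher in co-cultured NFs, Gad1 at least 148-fold and Clic5 at least 128-fold. Krt18 is an epithelial gene with 981 to 1468 CPM in tumor libraries, and the share of tumor RNA estimated in the NF libraries would cover 93.7% of its rise. Gad1 had 0 counts in all 4 tumor libraries, and Clic5 did not exceed 0.057 CPM there. Gad1 differed between subsets, at 58.1 and 56 CPM in co-cultured CD26+ NFs and 1.7 and 1.55 CPM in co-cultured CD26− NFs. Egfl6 was at least 501-fold lower and Galnt9 at least 286-fold lower in co-culture, and Ptn decreased from a mean of 945 to 0.435 CPM (log2 fold change −11.01, SE 0.255, adjusted p = 1.55e-08). Within CD26− NFs, Upp1 (at least 237-fold), Krt18 (at least 151-fold) and Dsp (at least 121-fold) were the highest, and Egfl6 (at least 155-fold), Chl1 (at least 1943-fold) and Scn7a (at least 1127-fold) were lower. Within CD26+ NFs, Gad1 (at least 271-fold), Krt18 (at least 269.6-fold) and Krt8 (at least 245-fold) were the highest, and Galnt9 (at least 308-fold), Clec3b (at least 292-fold) and Egfl6 (at least 804-fold) were lower.

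Cxcl12 fell by 5.08 on the log2 scale in co-culture (SE 0.178, adjusted p = 9.67e-08), from a mean of 1531 to 42.1 CPM, and Mmp9 rose by 8.36 (SE 0.258, adjusted p = 5.47e-08), from 15.8 to 5001 CPM. Both changed in this direction in all 4 co-cultured libraries. Cxcl12 fell by 5.33 in CD26− NFs and by 4.80 in CD26+ NFs. Tnc rose by 3.22 (adjusted p = 3.46e-05), to 13506 ± 1928 CPM (SD, n = 2) in CD26− and 9524 ± 463 CPM in CD26+ NFs. The iCAF list was lower in co-culture in CD26− NFs (median −2.60, or −2.47 with genes near the floor at their bound; fry adjusted p = 0.0121) and in CD26+ NFs (−2.33, adjusted p = 0.0121). In each subset 12 of 14 genes passed the threshold over all genes (10 lower and 2 higher), against 14 in CD26− and 12 in CD26+ NFs adjusted over the list alone. The myCAF list had a median of 1.08 in CD26− NFs (adjusted p = 0.0917). Of its genes, 9 passed the threshold over all genes (8 higher and 1 lower) and 11 adjusted over the list alone. In CD26+ NFs its median was 0.35 (adjusted p = 0.217), and it ranged from 0.04 in gel 4 to 0.61 in gel 5. There 8 genes passed by either adjustment, 6 higher and 2 lower over all genes. Over both subsets the iCAF median was −2.59 (adjusted p = 0.000933), the myCAF median 0.73 (adjusted p = 0.137, although camera passed it), the chemokine median −1.60 (adjusted p = 0.0108), the MMP median 3.50 (adjusted p = 0.0163) and the interferon median −1.32 (adjusted p = 0.00358). The epithelial list had a median of 9.72, or 6.35 with genes near the floor at their bound (adjusted p = 0.0328). The fibroblast (−0.79, adjusted p = 0.116), cell cycle (−0.73, adjusted p = 0.258) and p53 lists (−0.36, adjusted p = 0.286) did not pass.

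The difference in response between the subsets was tested as an interaction. It passed the threshold for 61 of 16231 genes, with 37 positive, meaning a larger increase or smaller decrease in CD26+ NFs, and 24 negative. This model does not use the gel that both subsets of a number share. With the gel as a replicate block, an alternative chosen after seeing the data that moved the count most, 395 genes passed (231 positive and 164 negative), the 61 among them, with 1 residual degree of freedom. No filter on low counts left 18 genes. Entpd1 (7.98, SE 1.26, adjusted p = 0.0144), Ccr1 (7.74, SE 1.42, adjusted p = 0.0368) and Dtna (4.87, SE 0.786, adjusted p = 0.0159) had the highest values. Slc17a7 (−5.06, SE 0.941, adjusted p = 0.0402), Cables1 (−4.47, SE 0.603, adjusted p = 0.00621) and Add2 (−4.39, SE 0.661, adjusted p = 0.0124) had the lowest. Entpd1 and Ccr1 had 0 counts in CD26+ NFs alone, so the fitted values of these genes are not bounds. Of list members, Sfrp4 (−2.07, adjusted p = 0.0124) and Sema3c (1.76, adjusted p = 0.0434) passed. The interaction did not pass for Cxcl12 (0.53, adjusted p = 0.796) or Mmp9 (−0.06, adjusted p = 1), nor for any list under fry. The iCAF list had an interaction median of 0.28 (fry adjusted p = 0.994) and the myCAF list one of −0.63 (adjusted p = 0.4), and the lowest adjusted p-value of a list was 0.251. Camera, with its preset correlation, passed the myCAF list (adjusted p = 0.000156, 12 of 13 genes lower), the p53 list (0.000967, 10 of 10 lower), the cell cycle list (0.000151, 10 of 10 higher), the fibroblast list (0.0217) and the MMP list (0.0254). With the block no list passed under fry (lowest adjusted p = 0.061, 0.113 for the myCAF list). Whether the responses of these lists differ between the subsets thus depends on the test.

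In tumor cells, co-culture was compared with growth alone within line. Of 13197 genes, 2942 differed (1419 higher, 1523 lower). Without the line in the model this fell to 0 genes, with 2207 genes at an unadjusted p-value under 0.05. The responses of the lines correlated across genes with r = 0.752 (74.8% with the same sign). H19 was higher in co-culture, mostly in gel 4, where it had 79.1 CPM against 2 CPM in gel 5. Megf10 was at least 26.3-fold higher, and Wt1 rose from 0 counts to 4.98 CPM in gel 4 and 1.25 CPM in gel 5. Slurp1 was at least 106-fold lower. Gsta2, at 53.6 and 7.38 CPM in tumor cells alone, fell to 0.113 and 0.114 CPM, and Gm10639, at 5.65 and 1.08 CPM alone, fell to 0 counts. These last 2 belong to a family of similar genes. Tnc rose by 2.47 (SE 0.227, adjusted p = 0.000282) and Mmp9 by 1.36 (SE 0.109, adjusted p = 0.00015). The fibroblast list was higher in co-cultured tumor cells (median 4.48, or 3.20 with genes near the floor at their bound; fry adjusted p = 0.0377). The myCAF (0.64, adjusted p = 0.103), interferon (−1.27, adjusted p = 0.452) and cell cycle lists (−0.50, adjusted p = 0.208) did not pass under fry. Camera passed all 3 (adjusted p = 1.35e-06, 2.69e-05 and 0.000367), with 11 of 12 interferon genes and 10 of 10 cell cycle genes lower, 9 of the latter past the threshold singly. NFs and tumor cells shared 1630 genes that responded to co-culture, of which 654 changed in the same direction and 976 in the opposite one.

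Between the tumor lines, 1910 genes differed, with 783 higher and 1127 lower in 10-SJK-221 than in 13-MCB-17. With the added fold change criterion 278 passed, and with DESeq2 936. In 10-SJK-221 Frem1 was at least 136-fold higher, Enpp4 at least 68.8-fold and Tmem185b at least 40.5-fold. Sox12 was at least 17.7-fold lower and Fgf13 at least 17.6-fold. Nme4 had 0 counts in 10-SJK-221 and 1.36 and 5.71 CPM in 13-MCB-17 (alone and in co-culture). Genes on chromosome 14 from 50 Mb had a median log2 fold change of −0.93 (253 genes), against 0.08 before 50 Mb (176 genes). Genes on chromosome 6 before 10 Mb had a median of 1.90 (24 genes). Both regions were singled out after their values were seen.

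**Figure D3:**
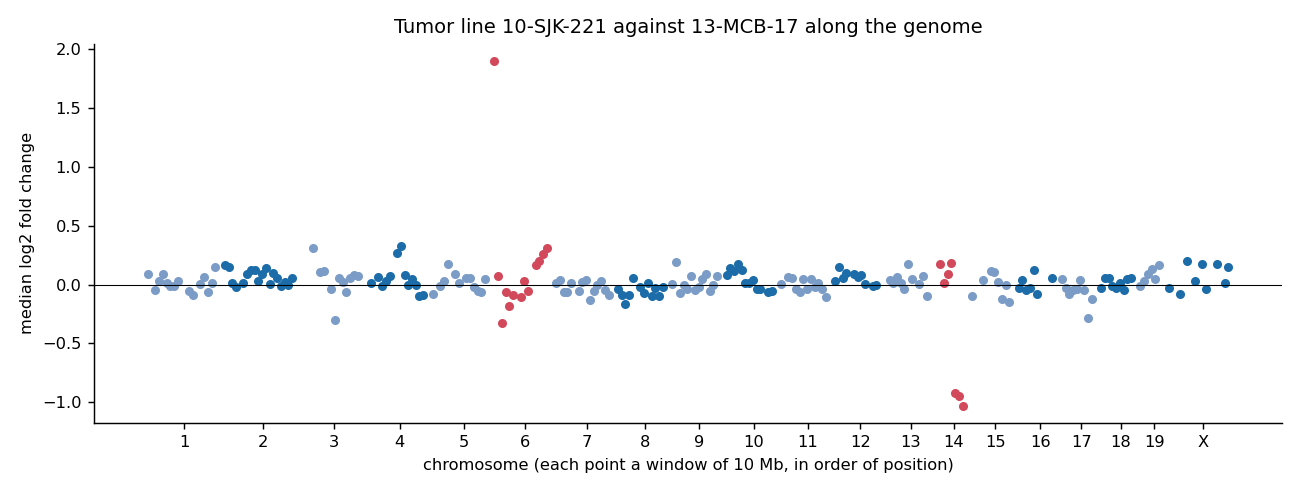
Median log2 fold change of line 10-SJK-221 against 13-MCB-17 in windows of 10 Mb with at least 20 genes, in order along the genome, with chromosomes 6 and 14 in red. The window at the start of chromosome 6 lies at 1.90, 3 windows of chromosome 14 lie at or below −0.5, and the other windows lie between −0.33 and 0.33.

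The singscore of each library was computed to compare libraries without a fit. The iCAF score was 0.276 and 0.337 in CD26− and CD26+ NFs alone and 0.0358, 0.0826, 0.0548 and 0.097 in co-cultured NFs (CD26− and CD26+ of gel 4, then of gel 5). The difference between co-culture and alone was −0.239 (exact two-sided permutation p = 0.0667, the smallest p these 6 libraries allow). The myCAF score was 0.413 and 0.417 in NFs alone and 0.449, 0.423, 0.462 and 0.446 in co-cultured NFs (exact p = 0.133). Between subsets over 3 gels the iCAF score was higher in CD26+ NFs in each gel, and the myCAF score was lower in gels 4 and 5 but not in gel 1. The exact permutation test over all 6 libraries, in which the difference between cultures adds to the spread, gave p = 0.5 for iCAF and 0.6 for myCAF, where the smallest possible is 0.1. In co-culture CD26+ NFs had a higher iCAF score than CD26− NFs by 0.0446 and a myCAF score lower in both gels, with the exact p at its smallest possible value of 0.333. Tumor cells scored −0.137 and −0.153 alone and −0.109 and −0.13 in co-culture for iCAF. For myCAF they scored 0.0024 and 0.0128 alone and 0.0937 and 0.101 in co-culture. With ranks over all genes, an alternative chosen after seeing the data, the iCAF difference between co-culture and alone shrank most in score units, to −0.149. Relative to its size, the myCAF difference between the same libraries shrank more, from 0.0295 to 0.0171.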

Values the study reported

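The study derived an iCAF signature of 14 genes and a myCAF signature of 53 genes from its single-cell data. It called genes differentially expressed in bulk RNA at a corrected p-value below 0.05 together with a log2 fold change above 2 or below −2. It described the iCAF signature as absent from co-cultured CD26− and CD26+ NFs. For the myCAF signature in this co-culture it reported a small difference without statistical significance. It also described that signature as enriched in co-cultured CD26− NFs relative to co-cultured CD26+ NFs.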

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

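The removal of GC content and length trends was added after the data had been seen, but none of the 4 tests in this part was chosen after its own outcome was known, although the genes had been found on the same data.

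The response to co-culture differed between CD26+ and CD26− NFs in 61 genes by the interaction test. Among the genes named in the report, the difference (CD26+ minus CD26−, log2) was 7.98 for Entpd1, 7.74 for Ccr1, 4.87 for Dtna, −5.06 for Slc17a7, −4.47 for Cables1, −4.39 for Add2, −2.07 for Sfrp4 and 1.76 for Sema3c. In each of these 8 genes the subset difference changed sign between the gel without tumor cells and both co-culture gels. Entpd1 was −5.18 in gel 1 against 0.69 and 0.92 in gels 4 and 5, and Ccr1 −4.61 against 0.98 and 1.30. Dtna went from −1.86 to 3.57 and 2.40. Slc17a7 went from 4.06 to −0.74 and −0.47, Cables1 from 3.61 to −0.28 and −1.35, and Add2 from 3.41 to −0.69 and −0.95. Sfrp4 went from 1.45 to −0.41 and −0.82, and Sema3c went from −0.13 to 1.76 and 1.44. Several values rest on few counts: Entpd1 had 18 counts in CD26− and 0 in CD26+ NFs alone, and Ccr1 had 12 and 0. Exons of Cables1 overlap another gene over 34.2% of their length.

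Unequal tumor RNA in the NF libraries is argued against as the cause for the set, since only 3 of the 61 genes were 10 times higher in tumor cells alone than in NFs alone. Library size is argued against as the whole cause, since with all libraries thinned to 14142334 counts 45 of the 61 genes stayed past the threshold. Trends with GC content and transcript length are argued against as the whole cause, since 57.4% of the genes (35 of 61) stayed past the threshold after their removal. The rest of the genes may owe their call to these trends. What stays open is a peculiarity of the gel that held NFs alone. In 25 of the 61 genes the subset difference was larger in that gel than in both others. Because each subset had a single library there, an unusual library and a true difference in response cannot be told apart. A difference between the subsets in their response, possibly through the earlier virus exposure of CD26+ NFs, remains a hypothesis.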

How the results depend on the processing

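RLE scaling left every count of genes within 1.5 times its main value and changed no call among 130 results for named genes. Removal of GC content and length trends, chosen after seeing the data, turned the majority of calls from higher to lower in the following comparisons. For co-culture against alone it gave 3547 higher and 4552 lower against 3891 and 3434. For the subsets over 3 gels it gave 526 and 689 against 590 and 540. In the latter the majority also turned without a filter on low counts (517 higher, 557 lower) and with DESeq2 (733 higher, 861 lower). No result for a named gene or list reversed its direction.

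Requiring an absolute log2 fold change above 2 gave 192 genes (177 higher, 15 lower) for the subsets over 3 gels, 223 in co-culture, 2047 for co-culture against alone, 1857 in CD26− NFs, 2161 in CD26+ NFs, 418 in tumor cells and 278 between lines, because fewer genes pass 2 criteria than 1. Without a filter on low counts, with 27367 genes tested in NFs, 603 genes passed for the subsets in co-culture and 18 for the interaction. It gave 2917 genes between lines. The CPM filter left 38 interaction genes, and removing GC content and length trends, chosen after seeing the data, left 36, of which 35 were among the original 61. DESeq2 called 98 interaction genes (58 shared with edgeR), 1550 in tumor cells (1536 shared) and 936 between lines (926 shared). The cause was not tested for the changes under these filters, trends and tools.

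Leaving out a gel gave 17 to 1299 genes for the subsets over 3 gels. The 17 came without gel 5, with 1669 genes at an unadjusted p-value under 0.05. The cause was not tested, and the fits without gels 1 and 4, with as many libraries, gave 977 and 1299 genes. For co-culture against alone these fits gave 5131 to 5988 genes. Without genes 10 times higher in the other cell type, 6623 genes differed for co-culture against alone and 2714 in tumor cells.

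With the gel as a replicate block in the 4 co-culture libraries, 2407 genes differed between the subsets against 975, of which 966 were shared, and against 977 in these libraries without the block. This fit leaves 1 residual degree of freedom per gene. Cxcl12 then passed the threshold in co-culture (log2 fold change −0.58). Over 3 gels the block gave 1331 genes, an iCAF median of 0.47 (adjusted p = 0.0281) and a myCAF median of −0.78 (adjusted p = 0.0917). It changed no call among 28 results for named genes over 3 gels. In co-culture it was applied to 8 named genes, of which 7 kept their call, and not to the lists or their other genes. For the interaction the block, chosen after seeing the data, gave 395 genes against 61, all 61 among them, again with 1 residual degree of freedom, and kept the call of all 9 named genes it was applied to. Without the tumor line as a block, 0 genes responded in tumor cells, with 2207 at an unadjusted p-value under 0.05. The lines' difference then enters the spread.

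Among lists, the iCAF median over 3 gels ranged from 0.51 to 0.61 with a gel left out and lost significance each time, with adjusted p-values from 0.0547 to 0.122 (0.00819 to 0.122 over all its alternatives). Fewer libraries enter these fits. Without either co-culture gel, where no test was possible, the iCAF median in co-culture ranged from 0.44 to 0.49 and the myCAF median from −0.84 to −0.71. For co-culture against alone the iCAF median ranged from −2.68 to −2.45 in CD26+ NFs, and the myCAF median from 0.77 to 1.19 in CD26− NFs. Camera, whose preset correlation is fixed, passed the iCAF list in co-culture (0.75) and the myCAF list over 3 gels (−0.77), in co-culture (−0.84) and in co-cultured CD26− NFs (1.08). With ranks over all genes, chosen after seeing the data, the singscore differences were 0.027 (iCAF, subsets in co-culture), −0.149 (iCAF, co-culture against alone), 0.0171 (myCAF, co-culture against alone) and 0.1 (myCAF, tumor cells). The longer ranking includes many genes near 0 counts.

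Of the named genes, DESeq2 weakened 13 and strengthened 1, no filter weakened 5, the fit without the line weakened 7, and leaving out gels 1, 4 and 5 weakened 4, 9 and 30. Low counts limit what can be said of Dpp4 and other genes near 3 counts.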

Other observations

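The interferon and p53 lists were fixed before the data were examined. Their use to test a response to the virus was chosen only after the result was seen. So were the thresholds for the regions and the tests of tumor or fibroblast RNA in sorted cells, of dilution and of chromosomes 6, 14 and 19. Those of other splits, of GC content and length for the NF comparisons, of the difference between gels and of sex chromosomes were settled before their own outcome was known, although Xist itself had been seen, the removal of trends was added after the data had been seen, and the fits of gel 1 against 1 other gel were brought in afterwards.

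Of the 10 splits of the 6 NF libraries into 3 and 3, 1, the real one, gave as many genes as the subset comparison. The 3 others that part all 3 gels gave 0, 0 and 1 genes, with 69, 363 and 602 genes at an unadjusted p-value under 0.05. With 10 splits the share cannot go under 0.1, so the count of splits alone cannot exclude a grouping by accident. Tumor RNA in unequal amounts is argued against as the cause for the set, since 91 of the 1130 genes were 10 times higher in tumor cells alone than in NFs alone. Trends with GC content and transcript length are argued against as well, since 80.6% of the genes stayed past the threshold after their removal. A response to the adenovirus stays open. The interferon list had a median of 0.57 (fry adjusted p = 0.0328) and the p53 list one of 0.82 (fry adjusted p = 0.103). A first reading of the interferon value as a match was withdrawn, because every CD26+ library had been exposed and no CD26− library had. Virus and subset cannot be told apart here, and both may contribute.

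Mt1 (chromosome 8, 94179082 to 94180327), chosen after its values were seen, had 84.1 and 1073 CPM in CD26− and CD26+ NFs of gel 1, 214 and 2769.5 CPM in gel 4, and 170.4 and 3644 CPM in gel 5. Its log2 fold change over 3 gels was 3.78 (SE 0.188, adjusted p = 4.11e-05). Mt2, a similar neighboring gene, was also higher in CD26+ NFs in each gel, by 1.39, 0.41 and 0.85, with exons that overlap another gene over 73.5% of their length. No explanation was tested.

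The study's protein data point to more CXCL2 and CXCL12 in co-cultures with CD26+ NFs. The Cxcl2 transcript was also higher in co-cultured CD26+ NFs here (log2 fold change 1.63, adjusted p = 0.0091). In the gel without tumor cells, Cxcl2 differed by only −0.03 between the subsets. Over both subsets it was lower in co-culture than alone (log2 fold change −1.51, adjusted p = 0.00832). The Cxcl12 transcript was lower in co-cultured CD26+ NFs than in CD26− NFs in both gels, by a difference that did not pass the threshold (log2 fold change −0.61, adjusted p = 0.0885). It did pass with the gel as a block (−0.58) and with DESeq2 (−0.61), with adjusted p-values from 0.00687 to 0.138 over the alternatives. Transcript in sorted cells and protein in medium are different measures. For the protein, each subset was cultured separately with tumor cells, in a dish, for a shorter time and without replicate cultures. Here the subsets were mixed in the same gel, and CD26+ NFs had been given the virus. From a migration assay, the study proposes crosstalk between mixed subsets. The protein and transcript results thus cannot be compared directly, and no explanation was tested.

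Epithelial transcripts in NF libraries of co-culture gels may come from tumor RNA carried over in sorting. Over 36 to 38 tumor transcripts at or under 3 counts in NFs alone, the median level was 1.97% (CD26−) and 3.16% (CD26+) of that in the tumor cells of gel 4, and 2.3% and 4.44% in gel 5. At least 86.1% of these transcripts lay within 2-fold of the median in each library, as carry-over would require. With transcripts under 0.5 CPM in NFs alone, this share fell to 76.8%. The selections were tried after seeing results and part on the reading, so carry-over and expression by NFs cannot be told apart for these transcripts. For the epithelial list, fixed in advance, carried-over RNA at a share estimated without its genes would cover a median of 97.9% of the rise over 7 genes, from 24.7% for Krt19 to 111% for Epcam, so it is enough for most of them. As the cause of the whole response it is argued against, since carried-over RNA would cover the larger part of the rise for 3.8% of the genes higher in co-culture (148 of 3891). Dilution by tumor RNA at the share of 4.44% would change NF genes by −0.0655 on the log2 scale, far from the iCAF median of −2.59. With transcripts under 0.5 CPM the largest median share was 4.82%, only slightly more. Trends with GC content and transcript length leave 89.9% of the genes past the threshold. A difference between gels of the size seen between the co-culture gels is argued against. They differed from each other in 304 genes (1690 at an unadjusted p-value under 0.05), while fits with as many libraries gave 5131 and 5988 genes between gel 1 and either of them. A peculiarity of gel 1 stays open, because no other gel held NFs alone, and it cannot be told apart from the culture.

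Fibroblast transcripts in co-cultured tumor cells may come from NF RNA carried over in sorting. Over 8 transcripts in gel 4 and 7 in gel 5, at or under 3 counts in tumor cells alone and at least 500 CPM in NFs, the median share of the NF level was 0.0367% and 0.038%. In the lower library 71.4% of them lay within 2-fold of the median. For transcripts under 0.5 CPM (17 and 16), the lower value was 58.8%. At the median share, 6 of the 8 and 4 of the 7 transcripts would have under 10 counts, so transcripts and counts are too few to tell whether the share is common. The value of 36.1% for transcripts from 50 CPM decides nothing, since 50 of 91 in gel 4 and 53 of 97 in gel 5 would have under 1 count. Carry-over and expression by tumor cells cannot be told apart for these transcripts. For the fibroblast list, fixed in advance, it cannot be settled whether carry-over is the whole cause, because the share is not known to be common. Shares of single transcripts ranged from 0.0221% to 0.171% in gel 4 and from 0.0327% to 0.153% in gel 5. At a median share estimated without the list's genes, carry-over would cover a median of 23.0% of the rise over the 6 genes called higher. With transcripts under 0.5 CPM it would cover 34.9%. By gene, the first estimate gave 6.37% for Col1a1, 11.4% for Col3a1, 20.7% for Fbn1, 25.3% for Pdgfrb, 31.2% for Col1a2 and 73.0% for Fstl1. As the cause of the whole response of tumor cells carry-over is argued against, since at the estimated share it would cover the larger part of the rise for only 0.352% of the 1419 genes higher in co-culture. A change in the tumor cells is a hypothesis for the rest.

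Xist (ENSMUSG00000086503, X chromosome, 103460366 to 103483254) had 7.32 and 9.64 CPM in the libraries of line 10-SJK-221 against 1169.6 and 1229 CPM in 13-MCB-17. Cells of a male animal are argued against, since Y-linked genes (4 genes) had 0 counts in every library of the line, although loss of a Y chromosome was not examined. The study also states that its animal experiments used only female mice. Activity of both X chromosomes is argued against, since X-linked genes differed from autosomal ones by only 0.0374 in median log2 fold change (383 X-linked genes). Loss of the inactive X chromosome is a hypothesis that the RNA cannot settle. In NFs, Xist had 2164 CPM in CD26+ NFs of gel 4 and 874 to 1103 CPM in the other libraries.

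Genes on chromosome 14 from 50 Mb were lower in 10-SJK-221 than in 13-MCB-17, alone (median −0.93) and in co-culture (−0.94), and 175 of the 179 genes called there were lower. GC content and transcript length are argued against, since the median after removing their trends was −0.94. A few genes with large changes are argued against, since 93.3% of the 253 genes were lower. Clustering of unrelated genes by accident is argued against, since 0 windows on other chromosomes reached −0.5, with −0.33 the lowest. On chromosome 6 before 10 Mb, 22 genes were called higher and 0 lower, from 3333194 to 8778488, with medians of 1.70 alone and 2.03 in co-culture. The median from 10 to 20 Mb was 0.07. After removing the trends the median was 1.83, 91.7% of the 24 genes were higher, and 0 other windows reached 0.5. Against NFs alone, genes of chromosome 14 shifted by −0.615 and −0.528 in 10-SJK-221 (alone and in co-culture, median log2 relative to other chromosomes). In 13-MCB-17 they shifted by −0.172 and −0.124, and the lowest shift of another chromosome was −0.17. This argues against a gain on chromosome 14 in 13-MCB-17, unless its genes differ between the cell types. A loss there in 10-SJK-221 is a candidate explanation. On chromosome 6, a gain in 10-SJK-221 and a loss in 13-MCB-17 both stay open. No DNA was measured.

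Genes on chromosome 19 were higher in all 4 tumor libraries than in NFs alone, by 0.47 to 0.58 relative to other chromosomes in median log2, against 0.07 to 0.14 in co-cultured NFs. GC content and transcript length are argued against, since the shift was 0.49 after removing their trends. A few genes with large changes are argued against, since 65.1% of its 556 genes were higher, against 47.2% elsewhere. The highest shift of another chromosome in a tumor library was 0.16. A gain of chromosome 19 in both lines might explain this, but a difference between epithelial and fibroblast cells cannot be told apart from it without other epithelial cells.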
